# Single-Cell RNA Sequencing Reveals Atlas of Yak Testis Cells

**DOI:** 10.3390/ijms24097982

**Published:** 2023-04-28

**Authors:** Xingdong Wang, Jie Pei, Lin Xiong, Shaoke Guo, Mengli Cao, Yandong Kang, Ziqiang Ding, Yongfu La, Chunnian Liang, Ping Yan, Xian Guo

**Keywords:** scRNA-seq, spermatogenesis, testis, germ cell, somatic cell, yak

## Abstract

Spermatogenesis is a complex process that involves proliferation and differentiation of diploid male germ cells into haploid flagellated sperm and requires intricate interactions between testicular somatic cells and germ cells. The cellular heterogeneity of this process presents a challenge in analyzing the different cell types at various developmental stages. Single-cell RNA sequencing (scRNA-seq) provides a useful tool for exploring cellular heterogeneity. In this study, we performed a comprehensive and unbiased single-cell transcriptomic study of spermatogenesis in sexually mature 4-year-old yak using 10× Genomics scRNA-seq. Our scRNA-seq analysis identified six somatic cell types and various germ cells, including spermatogonial stem cells, spermatogonia, early-spermatocytes, late-spermatocytes, and spermatids in yak testis. Pseudo-timing analysis showed that Leydig and myoid cells originated from common progenitor cells in yaks. Moreover, functional enrichment analysis demonstrated that the top expressed genes in yak testicular somatic cells were significantly enriched in the cAMP signaling pathway, PI3K-Akt signaling pathway, MAPK signaling pathway, and ECM receptor interactions. Throughout the spermatogenesis process, genes related to spermatogenesis, cell differentiation, DNA binding, and ATP binding were expressed. Using immunohistochemical techniques, we identified candidate marker genes for spermatogonial stem cells and Sertoli cells. Our research provides new insights into yak spermatogenesis and the development of various types of cells in the testis, and presents more reliable marker proteins for in vitro culture and identification of yak spermatogonial stem cells in the later stage.

## 1. Introduction

The testis is a vital male reproductive organ composed primarily of spermatogenic tubules and testis mesenchyme [1]. The seminiferous tubules consist of a boundary membrane and a seminiferous epithelium. The latter includes Sertoli cells (SCs) and germ cells, while testis mesenchyme is primarily composed of Leydig cells (LCs), myoid cells (MCs), and macrophages [2]. The testis performs two main functions: exocrine and endocrine [3]. The exocrine function involves the production of highly differentiated gametes, i.e., sperms, which are released into the lumen of the seminiferous tubules and stored in the epididymis [4]. The endocrine function is performed by LCs outside the seminiferous tubules, which secrete androgens, mostly testosterone, to promote gonadal development and spermatogenesis and maintain male secondary sex characteristics [5]. Therefore, the integrity of testicular physiological function is crucial for successful sperm production [6].

Spermatogenesis is a finely regulated process of germ cell proliferation and differentiation occurring continuously in mammals since puberty [4]. The continuous production of male gametes is irreversible after meiosis [7] and depends on the balance between self-renewal and meiosis of spermatogonial stem cells (SSCs). Testicular niche cells play an essential role in guiding the survival and differentiation of male germ cells, and spermatogenesis relies on the complete maturation of the somatic microenvironment [8]. In the adult testis, niche cells, including SCs, LCs, and MCs, provide physical and hormonal support for SSCs to successfully complete spermatogenesis [9]. Therefore, mammalian spermatogenesis is a complex process that requires intricate interactions between germ cells and somatic cells [10].

Spermatogenesis can be divided into three functional stages: mitosis, meiosis, and spermiogenesis. In the final spermatogenesis stage, haploid round spermatids (RS) are transformed into spermatozoa, which are released into the spermatogenic tubule [11] and subsequently enter the epididymis for a series of complex modifications and maturation.

The yak (*Bos grunniens*) is a ruminant that diverged from other ruminants about 2.2 million years ago [12]. Yaks are primarily distributed in the Qinghai Tibet Plateau (QTP) and its adjacent alpine and subalpine regions, where there is no absolute frost-free period and the altitude ranges from 2500 to 6000 m [13]. Yaks have compact body structures, no functional sweat glands, and a relatively small skin surface area per unit of body weight [14]. These characteristics allow yaks to thrive in the alpine hypoxic environment. In China, there are over 16 million yaks, accounting for more than 95% of its global population [15]. Yaks not only provide essential economic products for local herders, such as milk, meat, fur, and fuel [16], but also serve as a means of transportation for the local population [17]. Yaks also play a crucial role in socioeconomic development, pasture ecosystem maintenance, and agricultural biodiversity conservation in the QTP region [18]. However, due to their low reproductive efficiency, delayed puberty, seasonal reproductive mode, low conception rate, and long calving interval [19], yaks generally have lower reproductive performance than other cattle breeds. As testes are vital in male reproduction, further research on yak testes could enhance yaks’ reproductive efficiency. Gong [20] studied piRNA in yak testes at various stages of sexual maturity and identified differentially expressed genes (DEGs) involved in spermatogenesis via the ECM–receptor interaction and PI3K-Akt signaling pathway. Ruan [21] analyzed protein expression profiles of the testis of Tianzhu white yak at different developmental stages, and the expression patterns of regucalcin and heat shock 60 kDa protein in category 2 were confirmed. Wang [22] investigated testes of yaks before and after sexual maturity and examined the methylation-related regulatory enzymes and the overall methylation level of testis tissue. The methylation level of yak testes increased after sexual maturity. However, the presence of multiple germ cell and somatic cell types in the testis [23] makes it challenging to study different cell types at various developmental stages and explore the gene expression of a specific cell type [10].

Since 2009, there has been rapid development in single-cell RNA sequencing (scRNA-seq) platforms [24]. Using this unbiased method, one can sequence thousands of cells in an experiment, obtaining thousands of independent features per cell and providing ultra-high-resolution transcriptomes of animal tissues or organs [25]. Many studies have utilized scRNA-seq to study mammalian spermatogenesis [26,27]. For example, Lukassen [28] sequenced 2500 cells from the testes of two 8-week-old mice by scRNA-seq, capturing the complete continuity of the meiosis and post-meiosis phases of spermatogenesis, making it a well-suited method for marker discovery, network inference, and similar analyses. Lau [7] used scRNA-seq to sequence the transcriptome of cynomolgus macaque testes, and identified the gene characteristics defining the spermatogonia population. The study explored the dynamics of self-renewal and differentiation, and also described in detail the transcriptional changes occurring during the whole process of spermatogenesis. This study highlighted the synergistic activity of DNA damage response (DDR) pathway genes, which have dual roles in maintaining genomic integrity and affecting meiotic sex chromosome inactivation (MSCI). While most previous studies focused on the spermatogenesis of germ cells [29,30], a recent study on the single-cell transcriptome of human testes during puberty revealed the developmental changes of somatic cells [31]. Guo [9] sequenced 6500 testicular cells from adults using scRNA-seq, identified five niche/somatic cell types (LCs, MCs, SCs, endothelial cells (ECs), and macrophages), and observed germ cell–niche interactions and key human–mouse differences.

Previous research has primarily focused on higher primates and model animals, resulting in a need of more information and data on large domestic animals, such as yaks [32,33]. Therefore, in this study, we established the expression profiles of 11,991 cells from sexually mature yak testis using scRNA-seq technology, analyzed the subsets of cells, identified marker genes, and predicted the potential mechanisms of action. These findings offer valuable insights into identifying biomarkers by analyzing cell heterogeneity in yak testis. In addition, the cell lineage inference analysis provides a comprehensive understanding of the molecular pathways determining the fate of major cell lineages, which is essential for future yak breeding endeavors.

## 2. Results

### 2.1. Overview of scRNA-Seq in Yak Testicular Tissue

To identify the various cell types and marker genes in yak testis, we obtained tissue slices of the organ, which allowed us to observe different types of germ cells and somatic cells (Figure 1A,C). 

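Testis cells of 1 yak were captured in droplets as 1 library, and the authors deposited the number of UMIs counted on each of 26961 genes of the yak genome in every cell barcode, without normalization. These counts precede the limits on genes, UMIs and mitochondrial share. The library held 60816600 UMIs in 11991 cells, from 500 to 170998 UMIs per cell. Limits of 2 standard deviations around the mean, computed over all cells, gave upper limits of 21212 UMIs and 3637 genes, and both lower limits fell below 0 and removed no cell. A total of 792 cells lay above either upper limit, and the mitochondrial share was 30% or more in 877 cells. With all limits applied, 10324 cells (86.1%) were kept, at a mean of 3512 UMIs and a mean mitochondrial share of 14.6% per cell. The paper's Table S2 gives a mean of 2851 UMIs and a mean mitochondrial share of 14.8% after filtering. A mitochondrial limit of 20% moved the number of kept cells most, to 8923. Because 1 animal gave 1 library, the 95% intervals given for summed counts (exact Poisson) and for shares of cells (exact binomial) cover counting error only, and not differences between animals.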

After dissociation, we sequenced 11,991 cells and subsequently filtered 9004 cells according to the specific filtration criteria for further analysis. Each cell had 64,747 reads, with 84.80% of the reads mapped to the yak genome and 77.00% reliably mapped to the genome. The reads of Q30 base in Barcode, RNA Reads, and UMI were 96.90, 90.50, and 96.70%, respectively. 

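At least 1 UMI was counted on 21035 genes over all deposited cells, and a cell held a median of 925 genes and 2533 UMIs. In the kept cells 20161 genes were detected, with a mean of 1153 and a median of 915 genes per cell. The mean was 1109 genes per cell when the mitochondrial limit was left out, and 1199.7 when the limits were set on log10 values. Mitochondrial transcripts took 13.1% of all UMIs. A pair of genes that Table S4 describes as rRNA took another 7.10%. Of the 4789 rows of the paper's Table S4, 818 were used here.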

A total of 21,035 genes were detected, with an average of about 1004 genes identified in each cell. More information is available in Supplementary Tables S1 and S2.

### 2.2. Cluster Analysis and Cell Type Identification of Testis Cells in Yak

In this study, we identified the cell types of each cluster based on the genes expressed in each cluster (Supplementary Table S3) and the known universal marker genes in humans, mice, and other animals. 

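The kept cells were clustered on log-transformed counts per 10000 over 2000 variable genes, leaving out every gene that the study names, with 30 principal components, 15 neighbours and the Leiden method at a resolution of 1. This gave 21 clusters, whose numbers are not those of the study. A cluster received a class name when at least 3 genes of that class on a fixed marker list were enriched in it and no other list had more enriched genes or more genes among the leading 10. T/NK-like clusters held 3700 cells, or 35.8% of the kept cells (binomial interval 34.9% to 36.8%). Germ-like clusters held 13.8% (13.2% to 14.5%), the EC-like cluster 10.0%, the stromal-like cluster 8.64% and the MC-like cluster 6.74%. A lymphatic EC-like cluster held 6.98%, a macrophage-like cluster 2.06% and a pericyte-like cluster 1.89%. Another 6 clusters, with 14.0% of the cells, received no name, and no cluster met the rule for SC-like or LC-like cells. The germ-like share moved most at a Leiden resolution of 2, to 7.77% among 29 clusters. The class shares can differ from those of the study because the names were rebuilt.

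**Figure D1:**
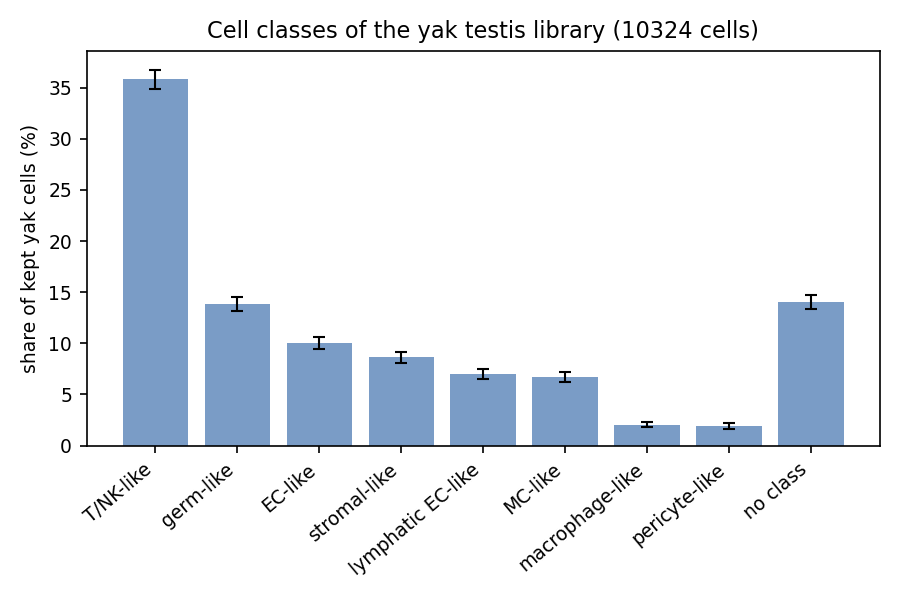
Share of the 10324 kept yak cells (%, vertical axis) in each class of clusters (horizontal axis), with exact 95% binomial intervals as error bars that cover counting error only. T/NK-like cells take 35.8% and germ-like cells 13.8%, and 14.0% lie in clusters that received no class.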

Our findings showed that the testis cells of the yak could be classified into 19 clusters, including 4 germ cell clusters and 13 somatic cell clusters (Figure 2A). The cells in clusters 9 and 17 were found to express the spermatogonia (SPG) marker genes *UCHL1* and *TKTL1* (Figure 2B, Supplementary Figure S1A). 

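Germ cells were grouped by the type that Table S5 gives for each barcode, and the 486 SPG cells of that table had a median of 979.5 UMIs. Their summed counts gave *UCHL1* 1028 CPM (949 to 1111), against 34.7 CPM in all other kept cells, a log2 ratio of 4.85. Weighting every cell equally moved this ratio most, to 4.55. After each cell was thinned to 1000 UMIs, 52.3% of the 237 SPG cells deep enough had a UMI of *UCHL1*, with 249 shallower cells left out, and 45.7% of SPG cells did without thinning. In EC-like cells, with a median of 4083 UMIs, the share was 1.73% of 923 thinned cells, with 92 left out, and 4.63% without thinning. *TKTL1* stood at 419 CPM (369 to 473) in SPG cells, a log2 ratio of 3.56 to other kept cells, and at 1183 CPM (1060.4 to 1317) in early-SPC. The study chose these types from expression in the same cells, so the ratios describe the types and are no independent test of them.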

The cells in cluster 12 were found to express the spermatocyte (SPC) marker genes *SYCP1*, *MEIOB*, *SYCP2*, *SYCE1*, *DMRTC2*, *ZPBP,* and *SPATA16* (Figure 2C,D, Supplementary Figure S1B–F). 

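Each of these genes was highest in early-SPC or late-SPC among 18 groups of kept cells. With both SPC types pooled, the log2 ratio to all other kept cells ran from 4.17 for *ZPBP* to 5.14 for *MEIOB*. *SYCP1* reached 1359 CPM (1227 to 1501) in early-SPC. *MEIOB* stood at 590.0 CPM (504 to 686) in early-SPC and at 159.6 CPM (126 to 199.7) in late-SPC. *SYCP2*, *SYCE1* and *DMRTC2* were also highest in early-SPC, whereas *ZPBP* and *SPATA16* were highest in late-SPC, at 621 CPM (553 to 696) and 695 CPM (622 to 774).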

The cells in cluster 13 expressed the spermatid (SPT) marker genes *ZPBP*, *ACRV1*, *ACTL7B*, *HOOK1*, *TEX35*, *CAPZA3*, *HEMGN*, *TEX29,* and *SPATA19* (Figure 2D,E, Supplementary Figure S1G–M). 

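In the 224 SPT cells of Table S5, *ACRV1* stood at 582 CPM (495 to 679.8), against 56.7 CPM (37.4 to 82.5) in late-SPC and 18.4 CPM in T/NK-like cells. Apart from *ZPBP*, all of these genes were highest in SPT, from 346 CPM for *HOOK1* to 1089.7 CPM for *TEX29*. Their log2 ratios to all other kept cells ran from 4.50 for *HOOK1* to 5.08 for *TEX35*. *ZPBP* stood at 353 CPM (286 to 432) in SPT, below its value in late-SPC.

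**Figure D2:**
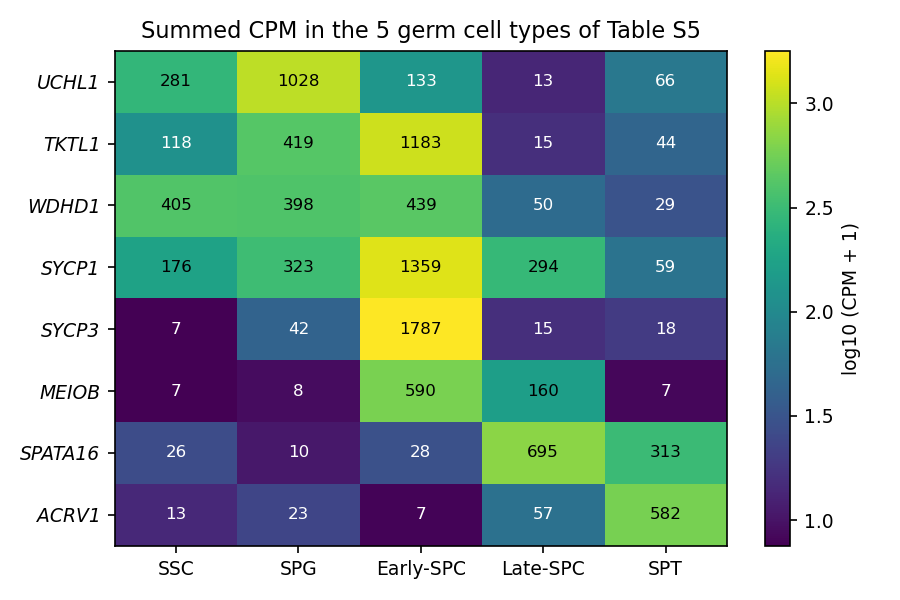
Summed counts of *UCHL1*, *TKTL1*, *WDHD1*, *SYCP1*, *SYCP3*, *MEIOB*, *SPATA16* and *ACRV1* (rows) in the 5 germ cell types of Table S5 (columns), printed as CPM and coloured by log10 of CPM plus 1. *UCHL1* is highest in SPG, *TKTL1*, *SYCP1*, *SYCP3* and *MEIOB* in early-SPC, *SPATA16* in late-SPC and *ACRV1* in SPT. *WDHD1* is alike in SSC, SPG and early-SPC within the counting error.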

The cells in cluster 18 expressed the SC marker genes *SOX9* and *WFDC2* (Figure 2F, Supplementary Figure S1N). 

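*WFDC2* and *SOX9* were highest in a pair of small clusters, of 69 and 32 cells after the cells of Table S5 were taken out. They were matched to SCs only after their leading genes, *WFDC2* among them, had been seen. *WFDC2* stood at 4948 CPM (4668 to 5239.5) in the larger cluster. No UMI of *WFDC2* was counted in the smaller one, where a count of 0 allows up to 68.5 CPM. *SOX9* stood at 131 CPM (89.1 to 186) in the larger and 390.0 CPM (241 to 596) in the smaller cluster, against 66.7 CPM (58.7 to 75.5) in stromal-like cells and 2.98 CPM in T/NK-like cells. With both clusters pooled, the log2 ratios to other kept cells were 8.96 for *WFDC2* and 3.12 for *SOX9*.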

The cells in clusters 6 and 15 expressed the EC marker genes *VWF*, *CD34,* and *PALMD* (Figure 2G, Supplementary Figure S1O,P). 

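In the 1015 EC-like cells, *VWF* stood at 375 CPM (358 to 391), *PALMD* at 192 CPM (180.3 to 204) and *CD34* at 98.9 CPM (90.7 to 108). Their log2 ratios to all other kept cells were 3.40, 3.30 and 2.16. *CD34* was also counted in stromal-like cells, at 80.8 CPM (71.9 to 90.4), and *VWF* in lymphatic EC-like cells, at 41.3 CPM (34.8 to 48.8).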

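*C1QA* stood at 1616 CPM (1528 to 1707) and *CSF1R* at 837 CPM (774 to 903) in the 213 macrophage-like cells, whose class name came from other genes. In T/NK-like cells they stood at 4.09 CPM and 3.22 CPM. The log2 ratios to all other kept cells were 8.63 for *C1QA* and 7.53 for *CSF1R*.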

The cells in cluster 14 expressed the macrophage marker genes *C1QA* and *CSF1R* (Figure 2H, Supplementary Figure S1Q). 

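The MC-like, stromal-like and pericyte-like clusters and a further cluster of 411 cells, 2190 cells together, were compared with all other kept cells for *CYP11A1*, *IGFBP5*, *INHBA*, *LGALS3*, *ACTA2*, *MYH11*, *TAGLN* and *FHL2*. The log2 ratios ran from 1.75 for *IGFBP5* to 4.28 for *CYP11A1*. *MYH11* stood at 8151 CPM (8063 to 8239) and *ACTA2* at 4991 CPM (4923 to 5060.1) in MC-like cells, where *TAGLN*, *IGFBP5*, *INHBA* and *FHL2* were also highest. *LGALS3* was highest in stromal-like cells, at 552 CPM. *CYP11A1* was highest in the further cluster, at 412 CPM (383 to 441). That cluster was matched to LC/MC after its values of *CYP11A1* had been seen.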

The cells in clusters 4, 10, 11, and 16 expressed the LC/MC marker genes *CYP11A1*, *IGFBP5*, *INHBA*, *LGALS3*, *ACTA2*, *MYH11*, *TAGLN*, and *FHL2* (Figure 2I–K, Supplementary Figure S1R–V). The cells in clusters 1, 2, 7, 8, and 19 expressed the T-lymphocyte/natural killer cell (T/NK) marker gene *NKG7* (Figure 2L). This study successfully identified the main cell types in yak spermatogenesis (Figure 2M).

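*NKG7* stood at 507 CPM (492 to 523) in T/NK-like cells, whose class name did not use this gene, against 21.0 CPM in all other kept cells, a log2 ratio of 4.53. Each gene that the study assigns to a type was counted under 1 type. The highest group belonged to that type for 41 of 43 genes, and all of them stood above the remaining cells. The exceptions were *TKTL1* and *ID4*. For a type of several groups, it was enough that any 1 of them led. *CRYAB* counted through the smaller cluster matched to SCs, since the larger one stood below MC-like cells. Germ-like cells outside Table S5 were not among the groups compared. *ZPBP*, which the study assigns to both SPC and SPT, was counted for SPC alone. For *WFDC2* and *CYP11A1* the clusters were matched after these genes had been seen, so their place is no independent result. The tally was the same with mitochondrial and rRNA features left out of the CPM denominator and with every cell weighted equally.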

### 2.3. MCs and LCs Were Developed and Differentiated from the Same Progenitor Cells

Reduced dimension cluster analysis showed that LCs were located in clusters 4, 10, and 11, while MCs were found in clusters 10, 11, and 16. 

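In the cluster that led in *CYP11A1*, *ACTA2* stood at 3135 CPM (3056 to 3215) and *PDGFRA* at 1489.8 CPM (1436 to 1545). MC-like cells had *CYP11A1* at 1.23 CPM (0.398 to 2.86) and *PDGFRA* at 1.47 CPM (0.540 to 3.21). Stromal-like cells had *CYP11A1* at 87.7 CPM (78.5 to 97.7) and *ACTA2* at 383 CPM (364 to 404). After thinning, 111 of 408 cells of the cluster (27.2%, binomial interval 22.9% to 31.8%) had UMIs of both *CYP11A1* and *ACTA2*, with 3 shallower cells left out. Independence of the genes would give 26.9%. The share moved most without thinning, to 69.3%, and was 14.6% at 500 UMIs per cell. *ACTA2* itself had a UMI in 92.9% of the thinned cells of the cluster, at a median of 4555 UMIs before thinning. T/NK-like cells, with a median of 1941 UMIs, had a UMI of *ACTA2* in 10.8% of 3493 thinned cells, with 200 left out, and in 19.0% without thinning.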

Guo et al. [31] studied adolescent human testis and found that LCs and MCs were developed from the same group of cells. To investigate whether MCs and LCs of yaks were derived from the same progenitor cells, we conducted a pseudo-time analysis of clusters 4, 10, 11, and 16. The Monocle pseudo-time analysis showed that LCs and MCs differentiated from common progenitor cells (Figure 3A).

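The counts carry no time of their own, and a pseudo-time of these cells was not computed from them. Beyond *CYP11A1*, the fixed list of LC genes had 6 of its 13 genes in the annotation of the counts. In the cluster that led in *CYP11A1*, *STAR* had 4 counts and *DLK1* 2 counts over all cells, and *IGF1* stood at 308 CPM (284 to 334). From the pseudo-time of the clusters with LC and MC genes, the paper reports in its results, and proposes in its conclusions, that LCs and MCs arise from common progenitor cells.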

### 2.4. Re-Clustering of Germ Cells

To study different types and subtypes of germ cells during yak spermatogenesis, we re-clustered (Figure 3B) germ cell populations (clusters 9, 12, 13, and 17 in Figure 2A) and determined the cell types based on genes expressed in each cell cluster (Supplementary Table S4) and the known marker genes. 

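All 1127 barcodes of Table S5 were found among the deposited cells and passed the limits, with 534 to 11202 UMIs per cell and a median of 1074. The median was 1605 UMIs in the 84 SSC cells, 1799.5 in the 72 early-SPC cells, 1168 in the 261 late-SPC cells and 906 in SPT cells. In the clustering of all kept cells, 1066 of the barcodes (94.6%) fell into germ-like clusters. A further 363 kept cells of these clusters, with a median of 3119 UMIs, are not in Table S5.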

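Fixed gene lists were summed over the cells of Table S5 to compare the SSC type with SPG. The germline list stood at 398 CPM (305 to 512) in SSC cells and 814 CPM (745 to 889) in SPG cells, a log2 ratio of -1.03 (-1.44 to -0.65). The SSC list taken from Table S9 stood at 176 CPM (116 to 257) and 219.8 CPM (184 to 260.0), a log2 ratio of -0.32 (-0.97 to 0.29), and no difference was detectable at this depth. The pan-endothelial list stood at 640.2 CPM (519.7 to 780.2) and 323 CPM (280.0 to 371), a log2 ratio of 0.99 (0.62 to 1.34), and at 2687 CPM in EC-like cells and 49.2 CPM in T/NK-like cells. The log2 ratio of the arterial endothelial list was 1.37 (1.05 to 1.70). This list was also higher in SPT than in SPG, with a log2 ratio of 0.86 (0.55 to 1.16), so its rise is not particular to SSC cells. *PECAM1* stood at 1182 CPM (1016 to 1368) in SSC cells, 160.0 CPM (130.0 to 195) in SPG cells and 1047 CPM (1020.1 to 1075) in EC-like cells. Leaving out the 10% of cells with the highest Scrublet scores, chosen after the data were seen, moved the ratio of the pan-endothelial list most, to 0.81.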

We identified SSCs as cluster 5 (Figure 3C, Supplementary Figure S2A), SPG as clusters 1 and 4 (Figure 3D, Supplementary Figure S2B), early–SPC as cluster 6 (Figure 3E, Supplementary Figure S2C–H), late–SPC as clusters 3 and 7 (Figure 3F, Supplementary Figure S2I–N), and SPT as cluster 2 (Figure 3G, Supplementary Figure S2N–Q). Moreover, we applied the DiffusionMap [34] to map the nonline-ar structure of the scRNA expression matrix based on the Gauss model [35] and the Mar-kov model [36] and found it was mapped to a continuous structure. We extracted the pre-three-dimensional eigenvalues and predicted the developmental state of each cell based on the sequence of eigenvalues, as shown in DC1–DC3 in Supplementary Table S5. Pseudotime1_diffusion represented the cell differentiation order obtained by sorting the cells in DC1 and the classification of each cell cluster and new cell type. 

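Along the authors' DC1, the median rank among the cells of Table S5 was 42.5 for early-SPC, 124.5 for SSC, 392 for SPG, 853.5 for SPT and 910 for late-SPC, and the order by Pseudotime1_diffusion was the same. The middle 50% of ranks ran from 18.75 to 233 in early-SPC and from 67.5 to 192.25 in SSC. Of the 4 steps from SSC to SPT between neighbouring types, 2 rose along DC1. The difference of median rank was -31.0% of the ranks from SPG to early-SPC and -5.01% from late-SPC to SPT. Along DC2, 2 of the 4 steps rose, and along DC3, 3.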

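A diffusion map was computed anew from the counts of the same cells, and its first component was turned so that SPG lay below SPT. The median ranks were 359.5 for SSC, 396.5 for SPG, 36.5 for early-SPC, 855 for late-SPC and 911 for SPT. Of the 4 steps between neighbouring types from SSC to SPT, 3 rose, and the step from SPG to early-SPC was -31.9% of the ranks. With 10 principal components all 4 steps rose, and the step from SPG to early-SPC was 24.8%. Spearman's rank correlation of this component with the authors' DC1, across cells that are not independent replicates, was 0.778.

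**Figure D3:**
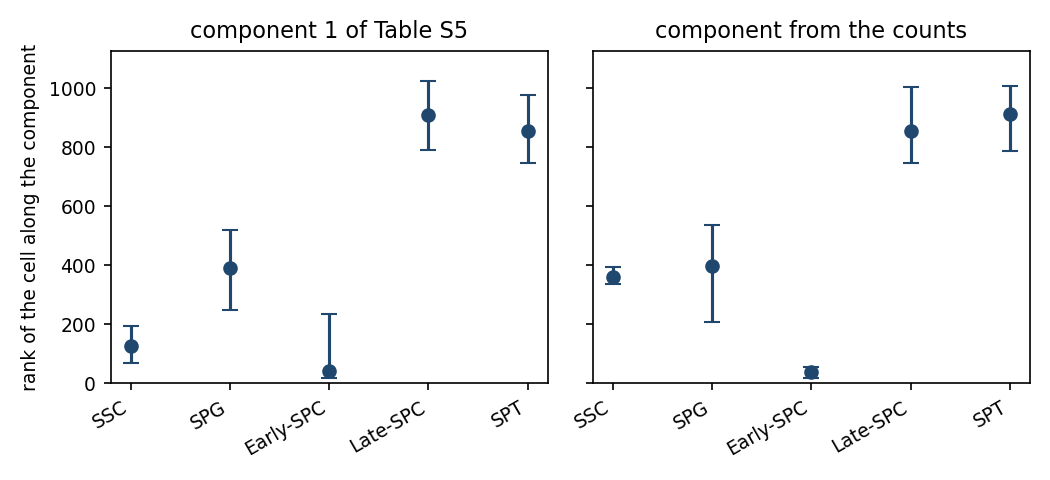
Rank of the cells of each germ cell type (vertical axis, cells in order) along DC1 of Table S5 (left) and along the first diffusion component computed from the counts (right), with the median as a point and the middle 50% of ranks as bars. Early-SPC have the lowest median in both panels, at 42.5 and 36.5, and late-SPC and SPT the highest.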

Figure 3H shows the developmental trajectory of different cell types and subtypes (SSC–SPG–Early–SPC–Late–SPC–SPT) in different dimensions.

### 2.5. Identification of Marker Genes of Various Cell Types in Yak Testis

Following identification, we integrated the clusters of the same yak testicular cell type (Supplementary Table S6). 

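Marker genes were counted by size alone, since cells of 1 library are no replicates for a test. The rule took genes with a natural-log fold of at least 0.25 over the other kept cells. It also asked for a UMI in at least 10% of the cells of either side. A value of 1 was added to the mean counts per 10000 of each side, which shrinks the fold of weak genes. The rule gave 708 genes for both clusters matched to SCs pooled, with 101 cells, and 637 genes for the LC/MC groups. A natural-log fold of at least 0.5 moved both numbers most, to 208 genes for SCs and 265 genes for LCs/MCs.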

We identified 276 and 887 genes as marker genes in SCs and LCs/MCs, respectively. In male germ cells, we found 382, 419, 1391, 703, and 473 marker genes in SSC, SPG, early-SPC, late-SPC, and SPT, respectively. 

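By the same rule of size, on the cells of Table S5, 639 genes were counted for SSC, 748 for SPG, 1787 for early-SPC, 1628 for late-SPC and 1252 for SPT. Late-SPC and SPT shared 684 of these genes, and SSC and SPG shared 191. With a natural-log fold of at least 0.5, the numbers of genes in this order were 139, 235, 979, 965 and 951. With a UMI required in at least 25% of cells, they were 256, 241, 1358, 620 and 406.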

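*SYCP3* stood at 1787 CPM (1635 to 1949.7) in early-SPC, against 42.0 CPM (27.4 to 61.6) in SPG cells, 14.7 CPM (5.91 to 30.3) in late-SPC and 0.868 CPM in T/NK-like cells. Among early-SPC genes with at least 50 counts and a UMI in 20% of cells, its log2 ratio of 6.68 to all other kept cells followed those of *RAD51AP2*, with 6.87, and *SNPH*, with 6.74. By the same rule *UCHL1* had the largest ratio in SPG. The SSC genes with the largest log2 ratios by this rule were *WDHD1* (3.57), *PLTP* (3.34) and *FBLN2* (3.01).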

The top 10 gene IDs in each cell type are displayed on the right side of Figure 4, and most of them are either specifically expressed or highly expressed in the corresponding cell type (Supplementary Figure S3), including the classic marker genes *SYCP3*, *UCHL1*, and *TKTL1*, which provide potential marker genes for further study of testicular cell types.

### 2.6. Functional Enrichment Analysis of Yak Testicular Somatic Cells

Testicular somatic cells are essential for testicular development and spermatogenesis. To investigate the distinct functions of Sertoli cells and LCs/MCs, we conducted GO and KEGG analyses (Supplementary Table S7) on their respective marker genes. 

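Table S7 lists *CRYAB*, *SOX9* and ENSBGRG00000023506 for the negative regulation of apoptosis and *DEFB123*, ENSBGRG00000015536 and ENSBGRG00000015690 for the defense response to bacteria. With both clusters matched to SCs pooled, the log2 ratios of the former set to other kept cells were 2.63 to 6.99. Those of the latter set were 6.42 to 7.06. *MX1*, listed for the innate immune response beside the latter set, had a log2 ratio of 2.25. In the same pool, the genes listed for cysteine-type endopeptidase inhibitor activity, *WFDC2* among them, had log2 ratios of 6.77 or more. The smaller cluster of the pair held no UMI of *WFDC2*, so a pooled ratio need not hold in each cluster.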

Our GO analysis revealed that Sertoli cells were significantly enriched in the biological process category, including in the negative regulation of the apoptotic process, the defense response to bacteria, and the innate immune response; in the cellular component category, they were enriched in the mitochondrion, extracellular region, cytosol, cytoplasm, and nucleus; in the molecular function category, they were enriched in cysteine-type endopeptidase inhibitor activity (Figure 5A). Conversely, in the biological process category, LCs/MCs were significantly enriched in cell adhesion and extracellular matrix organization; in the cellular component category, they were enriched in the extracellular matrix, extracellular space, and extracellular region, and in the molecular function category, they were enriched in extracellular matrix structural constituents conferring tensile strength, and zinc ion binding (Figure 5C). 

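Table S7 lists 6 genes for cell adhesion, *COL6A1*, *COL6A2*, *SPON1*, *COL28A1*, *COL4A3* and *MFAP4*. With the LC/MC groups pooled, their log2 ratios to the other kept cells were 3.69 to 4.78. In the same pool, the genes listed for extracellular matrix organization, *PDGFRA* and *CRISPLD2* among them, had log2 ratios of 3.24 to 5.02.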

KEGG analysis of the marker genes of SCs indicated significant enrichment in the cAMP signaling pathway, protein processing in the endoplasmic reticulum, and estrogen signaling pathway (Figure 5B). In contrast, marker genes of LCs/MCs were significantly enriched in the PI3K-Akt signaling pathway, MAPK signaling pathway, and ECM–receptor interaction (Figure 5D).

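Each of these SC pathways rests on 1 gene of the 13 in Table S7. The cAMP pathway is listed with *SOX9*, protein processing with *CRYAB* and the estrogen pathway with ENSBGRG00000011563. With both clusters matched to SCs pooled, the log2 ratio of ENSBGRG00000011563 was 4.14.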

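Table S7 lists *COL4A3*, *COL4A5*, *COL6A1*, *COL6A2*, *NTRK2* and *PDGFRA* for the PI3K-Akt pathway, 6 of 13 genes, and the MAPK pathway and ECM–receptor interaction share their genes with it. With the LC/MC groups pooled, the lowest log2 ratio among these genes was 3.56. The lower of the pair listed for the MAPK pathway was 3.64.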

### 2.7. Functional Enrichment Analysis of Yak Testicular Germ Cells

Spermatogenesis involves intricate and sequential changes in spermatogenic cells. To investigate the differences between different germ cell types, we annotated the marker genes (Supplementary Table S8) of each germ cell cluster using the GO and KEGG analyses. Figure 6A illustrates that genes related to spermatogenesis, cell differentiation, DNA binding, ATP binding, and other functions were present from SSCs to SPT throughout the entire spermatogenesis process. 

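The genes that Table S8 lists for spermatogenesis differ between the types, apart from *SYCP1*, listed for both SSC and SPG. For SSC they are *JAG2*, *SYCP1*, *RNF17* and *TEX15*, with log2 ratios of 1.61 to 2.60 in SSC cells against the other kept cells. *SYCP1* and *RNF17* were higher in SPG cells, at 323 CPM and 223 CPM, than in SSC cells, at 176 CPM each. *JAG2* stood at 307 CPM in SSC cells and 368 CPM in EC-like cells. *TEX15* was higher in SSC than in SPG cells, at 235 CPM against 170 CPM. For SPG the listed genes are *SYCP1* and ENSBGRG00000000174, with log2 ratios of 2.84 to 4.09. In early-SPC, *SYCP3*, ENSBGRG00000009404 and ENSBGRG00000012894 had log2 ratios of 4.65 or more. In SPT, *SPATA46*, *CCIN*, *CYLC1*, ENSBGRG00000000912 and ENSBGRG00000026517 had log2 ratios of 4.74 to 5.35.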

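Among the 12 SSC genes that Table S8 places in pathways, *ID4* alone stands for the pluripotency of stem cells, *TEK* for Ras signaling, *FN1* for the actin cytoskeleton, and *FN1* and *TEK* for PI3K-Akt signaling. *ID4* stood at 183 CPM (122 to 264) in SSC cells and 45.2 CPM (30.1 to 65.4) in SPG cells, with a log2 ratio of 1.58 to the other kept cells. It was highest in MC-like cells, at 337 CPM (319 to 355). The log2 ratios in SSC cells were 2.72 for *TEK* and 2.34 for *FN1*.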

The marker genes of SSCs were significantly enriched in several signaling pathways, such as those regulating the pluripotency of stem cells, PI3K-Akt signaling pathway, Ras signaling pathway, and actin cytoskeleton. Most of these genes were involved in spermatogenesis. The marker genes of SPG were significantly enriched in the gap junction, tight junction, estrogen signaling pathway, and cell cycle signaling pathways. 

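Of the 11 SPG genes that Table S8 places in pathways, *TUBA3D* is listed for both kinds of junction, *FKBP4* for the estrogen pathway and *SMC1B* for the cell cycle. Their log2 ratios in SPG cells against the other kept cells were 1.94, 2.82 and 2.55.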

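For early-SPC, Table S8 lists 1 gene, ENSBGRG00000023335, for ribosome biogenesis, mRNA surveillance and RNA transport. It had 27 counts in early-SPC, or 94.8 CPM (62.5 to 138), a log2 ratio of 5.47 to the other kept cells.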

The marker genes of early SPC were significantly enriched in ribosome biogenesis in eukaryotes, the mRNA surveillance pathway, and the RNA transport signaling pathway. The marker genes of late-SPC were significantly enriched in glycolysis/gluconeogenesis and the HIF-1 signaling pathway. 

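*PGK2* is the gene that Table S8 lists for both pathways. It stood at 269 CPM (224 to 319.5) in late-SPC and 158 CPM (115 to 213) in SPT, and its log2 ratio in late-SPC to the other kept cells was 4.71.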

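Table S8 places 2 SPT genes in pathways, ENSBGRG00000022166 in necroptosis and *CAPZA3* in endocytosis. Their log2 ratios in SPT to the other kept cells were 5.10 and 5.03.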

The marker genes of SPT were mainly involved in necroptosis and the endocytosis signaling pathways (Figure 6B).

### 2.8. Validation of the Candidate Marker Genes of the Testis

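*BMX* had 28 counts in the SSC cells of Table S5, or 183 CPM (122 to 264), against 14.5 CPM (6.65 to 27.6) in SPG cells and 54.3 CPM (48.2 to 60.9) in EC-like cells. After thinning, 14.3% of 77 SSC cells had a UMI of *BMX*, with 7 left out, and 27.4% without thinning, at a median of 1605 UMIs. In EC-like cells the share was 4.33% after thinning and 11.9% without. In lymphatic EC-like cells, with a median of 4243 UMIs, the share was 0.143% of 700 thinned cells, with 17 left out, and 1.12% without thinning. *CRYAB* stood at 258 CPM (197 to 332) and 743 CPM (531 to 1012) in the larger and the smaller cluster matched to SCs, at 344 CPM (327 to 363) in MC-like cells and at 28.0 CPM (23.7 to 32.8) in EC-like cells. The protein stainings are not part of the counts.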

To further verify the sequencing results and identify the marker genes of each cell type, we selected several cell-specific expression genes (Figure 7A) in different cell types for immunohistochemical verification, including *BMX* in SSCs and *CRYAB* in SCs. The results showed that BMX was expressed in one circle of SSCs adjacent to seminiferous tubules (Figure 7B), while CRYAB was expressed in the supporting cells from seminiferous tubules to the seminiferous lumen (Figure 7C).

## 3. Discussion

Although the cell type composition of testicular tissue is similar across mammalian species and more than 80% of protein-coding genes are expressed in the testicular tissue of humans and other species [37,38], there are some differences in the testicular tissue of each species, such as varying differentiation times from SPG to mature sperm among human, mouse, and monkey and different SPG cycles between primates and mice [7]. Additionally, significant divergences exist in sex chromosome gene content and functional specialization, as evidenced by protein sequence changes and X chromosome gene acquisition [39,40].

In this study, we utilized scRNA-seq to investigate the heterogeneity of yak testicular tissue and identified cluster-specific expression of characteristic genes for each cluster, which enabled us to deduce the corresponding cell types. By analyzing 11,991 cells from sexually mature yak testes, we identified the main germ cell types and somatic cell types of yak testicles after sexual maturation. However, since there was a lack of information related to marker genes in each cell type of yak testicular tissue, we used cell markers from mice, humans, macaque, and sheep [7,8,9,10,28,30,31,32,41,42,43,44]. Our study not only clarified the cell types in yak testicular tissue after sexual maturation but also identified a series of candidate genes that may play crucial roles in spermatogenesis and provided marker genes for the further accurate study of yak testicular tissue cells.

Peritubular myoid cells are located at the periphery of the seminiferous tubules, providing contractile functions and secreting GDNF, a factor essential for spermatogenesis [31]. In contrast, LCs are located between the seminiferous tubules and secrete testosterone, which is crucial for maintaining normal spermatogenic processes, male secondary sexual characteristics, and systemic metabolism [45]. Yu et al. [44] and Guo et al. [31] carried out Monocle pseudo-time analyses on MCs and LCs of dairy goats and showed that the LCs and MCs differentiated from common progenitor cells. Guo et al. [31] found that the LCs and MCs were initially grouped into two separate clusters rather than a single large cluster. To explore whether this situation exists in yak testicles, we performed cluster analyses of yak testicular cells and found that yak LCs and MCs were grouped in a large cluster. 

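By summed fixed lists, the cluster that led in *CYP11A1* carried the MC list at 9936 CPM (9795 to 10078) and the stromal list at 7908 CPM (7783 to 8035). MC-like cells carried them at 12968 CPM and 2774 CPM, and stromal-like cells at 1402 CPM and 13198 CPM. The LC list stood at 339 CPM (313 to 366) in the cluster and 360.3 CPM (341 to 380.0) in stromal-like cells, mostly from *IGF1*.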

Our Monocle pseudo-time analysis showed that LCs and MCs were differentiated from common progenitor cells (Figure 3A), consistent with the results reported by Guo et al. [31].

SCs, the only somatic cells in direct contact with germ cells, provide various “nursing functions” [46] for self-renewal, proliferation, and differentiation of SPG and spermatogenesis within the seminiferous tubules [47]. In addition, SCs are indispensable for the functional maintenance of adult testicular LCs and MCs [48], and the interaction among these cells is critical for controlling spermatogenesis [49]. To further study the role of testicular somatic cells in yak spermatogenesis, we performed a function enrichment analysis of the top genes of the major niche cell types, including SCs and MC/LCs. Zhang [50] et al. reported that marker genes in MCs were enriched in response to growth factor, extracellular matrix organization, and regulation of cell adhesion, that the marker genes in LCs were involved in testosterone synthesis, and that the marker genes in SCs were enriched in regulation of cell death and exocytosis. In a similar analysis of somatic cells in sheep testis, Yang et al. [10] found that SCs and LCs were mainly enriched in the ribosomal pathway, which is related to the function of protein molecules, likely due to higher ribosomal gene expression in sheep somatic cells. Our study revealed that SCs were mainly enriched in the negative regulation of apoptotic process and some metabolic pathways, protein processing in the endoplasmic reticulum, and in the cAMP signaling pathway, while LCs/MCs were mainly enriched in the PI3K-Akt signaling pathway, MAPK signaling pathway, and protein digestion and absorption, indicating the involvement of protein molecules in the function of yak testicular somatic cells. Although functional enrichment of testicular somatic cells differs slightly among species, their primary role is to assist spermatogenesis.

We initially targeted the large clusters of SPG, SPC, and SPT with known germ cell marker genes. 

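In the clustering of all kept cells, the cells of Table S5 lay mostly in 4 germ-like clusters, most of which mix its types. The one with most of these cells held 443 SPG cells (91.2% of the type), 68 SSC cells (81.0%) and 42 early-SPC cells (58.3%). Another held 193 late-SPC cells (73.9%) and 176 SPT cells (78.6%). A further cluster held 46 SPT cells (20.5%) and no other type of Table S5. Of the SSC cells, 10 (11.9%) fell into the EC-like cluster.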

A preliminary analysis of all the cells did not clearly distinguish the subtypes of germ cells at each stage, but re-clustering of the germ cells identified five types of yak germ cells. Further pseudo-time analysis of the dynamic development pattern of yak germ cells revealed that their development trajectory fully conforms to the known germ cell development track. 

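On the component recomputed from the counts, the types from SSC to early-SPC were not in that order of median rank, and late-SPC lay below SPT. When the 10% of cells with the highest Scrublet scores were left out, an alternative chosen after the data were seen, 2 of the 4 steps rose and the step from SSC to SPG was -48.4% of the ranks. With fewer principal components, 10 in number, every step followed the order of the study. From its pseudo-time of germ cells the paper concludes that the order of the types follows the known order of germ cell development.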

We observed continuous expression of some genes, including *SYCP1* and *WDHD1* (also known as *CTF4)*, that were continuously expressed throughout the whole spermatogenesis process but specifically highly expressed at a certain stage. 

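*SYCP1* stood at 176 CPM (116 to 257) in SSC, 323 CPM (280.0 to 371) in SPG, 294 CPM (247 to 347) in late-SPC and 58.9 CPM (33.7 to 95.7) in SPT, with its highest value in early-SPC. T/NK-like cells had 6.32 CPM (4.71 to 8.31). *WDHD1* stood at 405 CPM (311 to 519) in SSC, 398 CPM (349 to 450.5) in SPG and 439 CPM (365 to 523) in early-SPC, values that differed by less than the counting error. It was lower in late-SPC, at 50.4 CPM (32.3 to 75.0), and in SPT, at 29.5 CPM (12.7 to 58.0), against 11.4 CPM (9.20 to 14.0) in T/NK-like cells.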

CTF4 is crucial for the cohesion of sister chromatids and regulation of the post-transcriptional step of the centromeric silencing pathway [51]. It also plays a role in DNA replication, a crucial step in cell division, and in multicellular biological development [52]. We also found a large number of genes that were specifically expressed at certain stages of spermatogenesis, such as *BMX* and *PTGS2* which were specifically expressed in SSC, while *SYCP3* was specifically expressed in early-SPC. 

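*PTGS2* had 27 counts in SSC cells, or 176 CPM (116 to 257), 1 count in SPG cells and 6.72 CPM (4.71 to 9.30) in EC-like cells. Its log2 ratio in SSC cells to all other kept cells was 4.26, and that of *BMX* was 3.80. No UMI of *BMX* was counted in early-SPC, where a count of 0 allows up to 13.0 CPM.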

Gene expression analysis allowed the identification of specifically expressed markers in different types of yak testis cells and provided a certain basis for identifying testis cells in the later stage. Moreover, we discovered a large number of specifically expressed genes that have not been studied or defined in each cell type, such as *ENSBGRG00000002194* in SSC, *ENSBGRG00000012408* in early-SPC, *ENSBGRG00000003672* in late-SPC, and *ENSBGRG00000013109* in SPT. These genes may play an important role in yak spermatogenesis. 

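ENSBGRG00000002194 stood at 281 CPM (203 to 378) in SSC, 8.08 CPM (2.62 to 18.9) in SPG and 35.1 CPM (30.2 to 40.5) in EC-like cells. ENSBGRG00000012408 stood at 534 CPM (452 to 626) in early-SPC and 11.3 CPM (4.55 to 23.3) in SPG. ENSBGRG00000003672 stood at 248 CPM (205 to 297) in late-SPC and 81.0 CPM (50.8 to 123) in SPT. ENSBGRG00000013109 stood at 987 CPM (872 to 1112) in SPT and 94.5 CPM (68.9 to 126) in late-SPC.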

Our findings suggest that there may be many specific regulatory genes in the process of yak spermatogenesis, and further annotation and research are required.

Our study only identified five male germ cell types. However, we did not find any subtypes of SPG and SPT, in contrast to other studies [7,9,44]. This may be due to the small proportion of undiff-SPG in adult yak testis [53], leading to the limited number of cell types identified. Functional enrichment analysis of the top genes in various cell types revealed that the marker genes of SSCs were enriched in DNA-binding transcription factor activity and RNA polymerase II-specific activity, which is similar to the research on Angus bulls by Gao [54]. The KEGG database search also showed that the marker genes of SSCs were enriched in the signaling pathways regulating the pluripotency of stem cells, further validating the accuracy of cell typing based on the function of highly expressed genes. The marker genes of SPG were enriched in the cell cycle, consistent with the evidence that the proliferation ability of differentiated SPG is enhanced [55]. The marker genes of early- and late-SPC showed similar molecular function enrichment, suggesting that the marker genes of these two cell types were mainly related to meiosis.

Our study provides a systematical classification of testis cell groups in yaks based on previous studies on humans, mice, and sheep. We identified the main cell types, clarified their associated biological processes, and provided marker genes for future studies on their functions. We also provided detailed classification of yak germ cells and cell surface markers for studying SSC development in vitro. Our data set and analysis provide useful resources, references, and basic information for further genetic improvement of yaks. However, we acknowledge that our current work mainly focused on transcriptome analysis and protein validation with key markers. RNA expression does not always linearly reflect protein abundance, and we only analyzed a single testicle sample. Given the complexity of mammalian testicular development and the gradual process of puberty, future studies with more samples may reveal more details about developmental processes and transitions.

## 4. Materials and Methods

### 4.1. Ethics Statement

All animal-related procedures were conducted in accordance with the guidelines established by the China Council on Animal Care and the Ministry of Agriculture of the People’s Republic of China. All yak-handling procedures were approved by The Animal Care and Use Committee of the Lanzhou Institute of Husbandry and Pharmaceutical Sciences Chinese Academy of Agricultural Sciences (Permit No: SYXK-2014-0002).

### 4.2. Animals and Sample Collection

A healthy 4-year-old male yak from Xiahe County (34°51′50″ N, 102°26′9″ E) in Gannan Tibetan Autonomous Prefecture was selected for castration. The testicles were collected and washed with DPBS (Gibco, Waltham, MA, USA). The cleaned testicle was placed in a clean 90 mm petri dish and cut longitudinally with a scalpel. Tissues perpendicular to the long axis were cut into several 2–4 mm^3^ tissue blocks, placed in strain preservation tubes filled with 1 mL cryoprotectant (10% DMSO + 10% fetal bovine serum + 80% complete medium), and transported back to the laboratory for single cell separation within 24 h after gradient cooling.

### 4.3. Preparation of Single Testicular Cell Suspension

Frozen testicular tissue blocks were thawed by placing them immediately in a 37 °C water bath for 2 min. Afterward, the blocks were transferred with tweezers into resuscitation solution (DMEM/F12 medium + 0.5 mol/L sucrose + 20% FBS) in a 37 °C water bath for another 2 min. Then, the tissue blocks were washed with preheated DPBS 2–3 times, placed in DMEM/F12 medium (Gibco, Waltham, MA, USA), and cut into small pieces using ophthalmic scissors. The cut testicular tissues were placed into a 15 mL centrifuge tube containing a solution of 0.2% collagenase IV (2 mg/mL) (Sigma, City of Saint Louis, MO, USA) and a hyaluronidase (2 mg/mL) solution (Sigma, City of Saint Louis, USA) (1:1) of 8–10 times the total amount of the tissues, and incubated at 37 °C under shaking at 120 rpm for 30 min. After 15 min, 200 μL of tissue digestive fluid was taken every 3 min to observe the digestive condition under a microscope until free tubules with no mass tissues were clearly observed. The mixture was then centrifuged at 1000 r/min for 5 min, and the supernatant was drained. The tissue block was further digested with a 0.25% trypsin solution (2.5 mg/mL) (Gibco, Waltham, MA, USA) in a quantity of 8–10 times the total tissue block amount under at 37 °C shaking at 120 rpm for 40 min. After 15 min, 200 μL tissue digestible solution was taken every 3 min to observe the digestion condition under a microscope until single cell suspension was clearly observed. The digestion was then terminated by adding fetal bovine serum. The mixed cell suspension was blown even and filtered through 70 and 40 μm screens successively. The filtrate was collected and centrifuged at 300× *g* at 4 °C for 5 min. After the supernatant was discarded, the cells were re-suspended in DMEM/F12 complete medium containing 10% FBS and cultured at 37 °C with 5% CO_2_. Part of the cell suspension was stained with Trypan blue and counted using an automatic counter to calculate cell number and viability. Cells with viability >90% were adjusted to ~1000 cells/μL and used for scRNA seq.

### 4.4. Preparation and Sequencing of Testicular Single-Cell RNA Sequencing Library

The cell suspension was loaded onto the Chromium Single Cell Controller instrument (10× Genomics, Pleasanton, CA, USA). Cells with a Cell Barcode were encapsulated in droplets along with beads. The droplet-containing cells were collected, and the cells were lysed, allowing the mRNA in the cells to bind to the bead Cell Barcode and form single cell GEMs. A reverse transcription reaction was performed in the droplets to construct the cDNA library. GEM-RT-PCR was carried out with a 96-well reaction module (Bio-Rad; CT022510) in the C1000 Touch thermal cycler to generate barcoded cDNAs following these steps: 53 °C for 45 min; 85 °C for 5 min, and maintenance at 4 °C. The sample index on the library sequence was used to distinguish the source of the target sequence. The final library was sequenced on an Illumina Novaseq 6000. All data were deposited into the Gene Expression Omnibus (GEO) database (Accession number: GSE225618).

### 4.5. Quality Control, Mapping, and Clustering Analysis

Sample quality control was performed using the 10× genomics (v2.2.0) official software CellRanger v4.0 (https://www.10xgenomics.com/, accessed on 16 De-cember 2022), which employs STAR [56] to eliminate data from multi-cells, double cells and cells that are not combined. In this project, we considered cells with the number of retained cell genes and UMI within the range of mean ± 2 times the standard deviation and the proportion of mitochondrial genes less than 30% as high-quality cells for downstream analysis. To assess the quality of each sample, we mapped the reads to the reference genome version BosGru3.0 and obtained quality control results such as the number of high-quality cells, number of genes, and genome alignment rate in the original data. Principal component analysis (PCA) was carried out to reduce the dimensionality of the log-transformed gene-barcode matrix of the top highly variable genes onto a smaller set of composite variables using the function “RunPCA”. The top 2 principal components (PCs) and their compositions were visualized by the functions “DimPlot” and “VizDimLoadings,” respectively. We used principal component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE) algorithms for dimension reduction clustering analysis and visualized the PCA-based dimension reduction results using t-SNE for single cell cluster clustering. K-means clustering was used to cluster cells across a range of K values (2–30), where K is the preset number of clusters. The default selected value of K is that which yields the best Davies–Bouldin Index, a rough measure of clustering quality. We employed SNN as the clustering algorithm to obtain the optimal cell cluster and identified cell clusters based on reported marker genes (Supplementary Table S9).

### 4.6. Top Expressed Genes and Functional Enrichment Analysis

GO and KEGG enrichment analyses of top expressed genes were performed by using the methods implemented in the GOseq R and KOBAS 3.0 package, respectively. Top expressed genes in each cluster were screened according to the FoldChange and differential significance test (*p*-value) results. The function of top expressed genes identified from different germ and niche cell cohorts were primarily analyzed by functional enrichments and predicted by published data.

### 4.7. Cell Trajectory Analysis

Cell trajectory analysis, also known as pseudo-time analysis, is a useful approach for revealing the differentiation trajectory of cells or the evolution of cell subtypes during the development process. The method involves sorting cells at pseudo-time based on the expression patterns of key genes, which allows for the simulation of dynamic changes occurring during the development process. Thus, we performed cell trajectory analysis of male germ cells, LCs, and MCs using the Monocle 2 package (v2.8.0).

### 4.8. Histological Observation and Immunohistochemical Analysis

Testicular tissue was sectioned, stained, and immunohistochemically verified using previously established methods [57,58]. The tissue was rinsed with running saline and then cut into small pieces with a size of about 5 mm^3^ using a sterile scalpel. The testicular block was immediately rinsed with DPBS and fixed in animal testicular tissue fixative (Servicebio, Wuhan, China) at room temperature for 20–24 h, with fixative replacement at the 6th and 12th hour of fixation. Following fixation, the testicular block was transferred to 75% ethanol for preservation or for the subsequent sectioning and hematoxylin-eosin staining. Immunohistochemical analysis was conducted to identify the expression and localization of several marker genes using the rabbit anti-alpha B crystallin antibody (1:100 dilution, bs-4651R; Boosen, Beijing, China) and rabbit anti-BMX antibody (1:100 dilution, bs-2765R; Boosen, Beijing, China). Goat anti-rabbit IgG (1:100 dilution, SP-9001; Jin Qiao, Beijing, China) was used to catalyze the conversion of DAB to a brown precipitate during immunohistochemical staining.

## 5. Conclusions

We identified 11 distinct cell types in yak testis using scRNA-seq. Among them, five were germ cells, including SSC, SPG, early-SPC, late-SPC, and SPT, and six were somatic cells, including SCs, LCs, MCs, ECs, macrophages, and T/NK cells. We obtained specific expression or high expression genes for each cell type and performed functional enrichment analysis, which identified candidate marker genes for further investigation of testicular cell function. Our findings suggest that yak LCs and MCs are derived from a common progenitor cell. We also identified *BMX* and *CRYAB* as marker genes for SSCs and SCs using immunohistochemistry. Our dataset provides valuable insights into yak spermatogenesis and paves the way for identifying key molecular markers involved in male germ cell development.

## Figures and Tables

**Figure 1:**
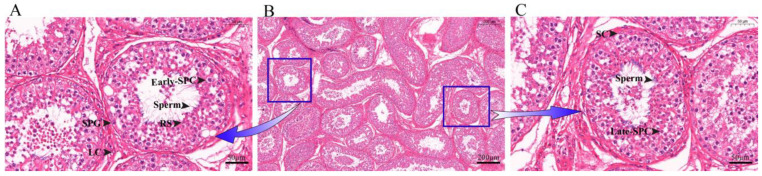
Histological observation of yak testicular tissue sections. (**A**,**C**) 40× magnification. (**B**) 10× magnification. SPG: Spermatogonia; SPC: Spermatocytes; RS: Round spermatids; SC: Sertoli cells; LC: Leydig cells.

**Figure 2:**
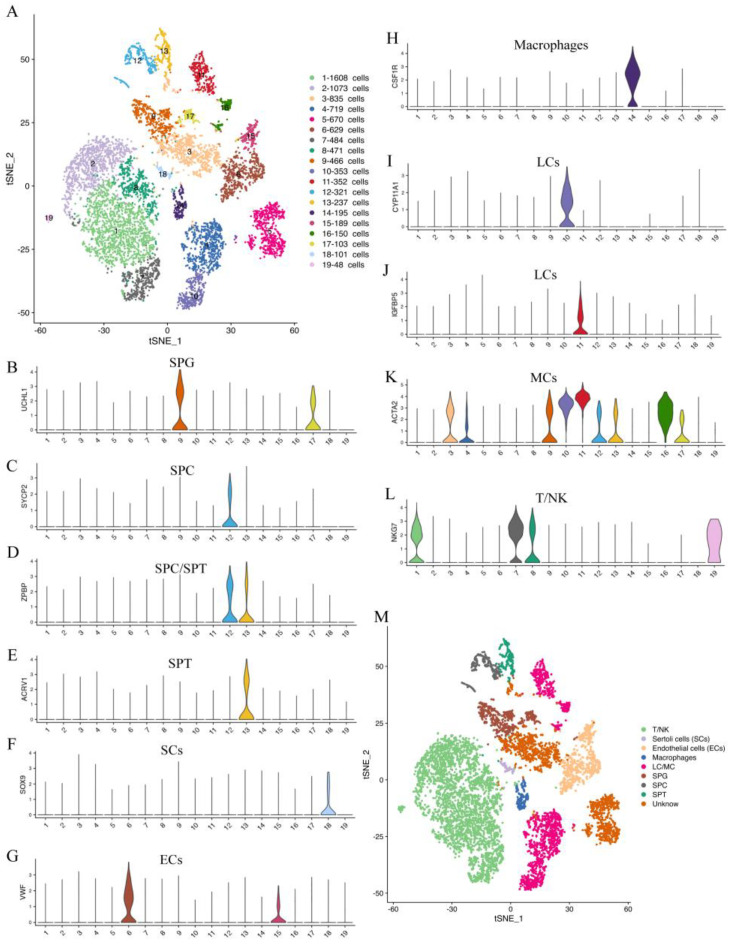
Cluster analysis and cell type identification of yak testicular tissue cells. (**A**) t-distributed stochastic neighbor embedding (tSNE) plots of 10× Genomics profiling of testicular cells from yaks. Each point corresponds to a single cell and is color-coded according to its cluster membership. (**B**–**L**) Violin plots of different cell type-specific gene expression patterns across different clusters. (**M**) The results of cell type identification. Different colors represent different cell types.

**Figure 3:**
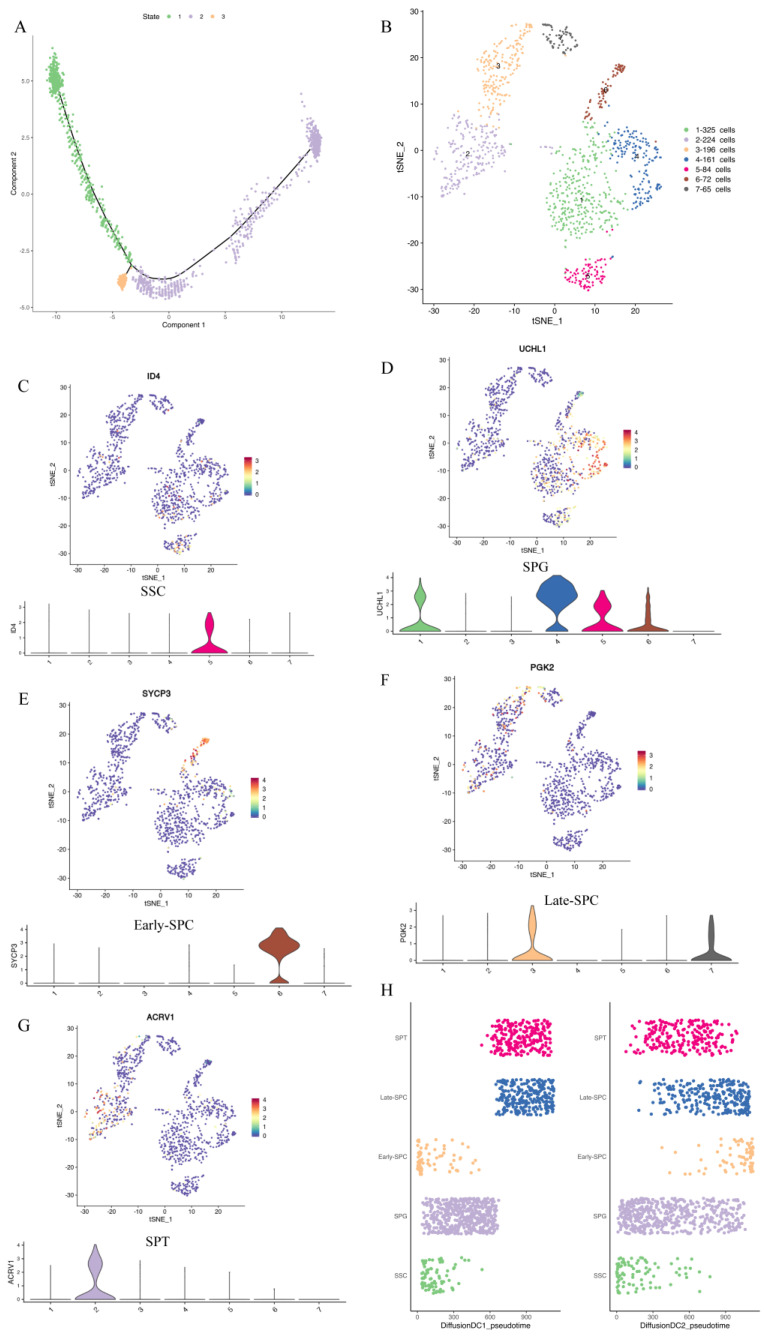
Pseudo-time analysis of LCs and MCs and re-clustering of germ cells. (**A**) Pseudo-time analysis of LCs and MCs. (**B**) The results of re-clustering of germ cells. Different clusters are represented by different colors. (**C**–**G**) The expression of marker genes in each cluster. (**H**) Sequencing results of cells in diffusion DC1–DC2.

**Figure 4:**
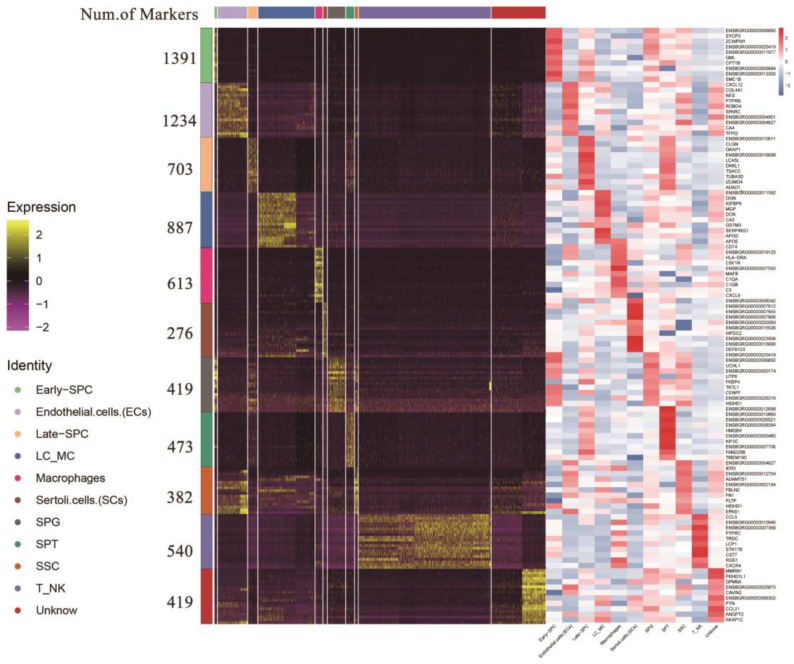
Heatmap of marker genes for each cell type. Different colors at the top of the heatmap represent different cell types. The right of the heatmap shows the number of marker genes and ID symbols of the top 10 markers. The color changes from purple to yellow and from blue to red show the expression levels from low to high.

**Figure 5:**
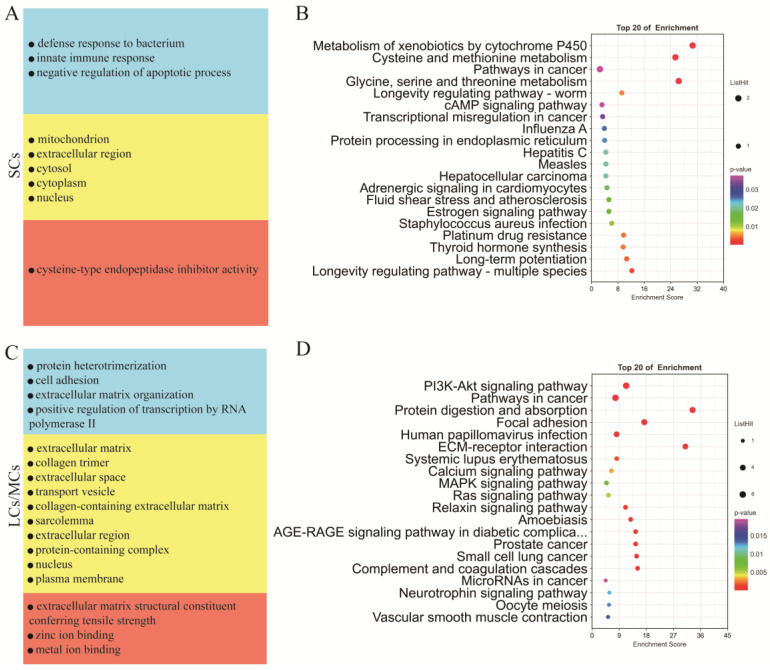
Functional enrichment analysis of different types of testicular somatic cells. (**A**) GO analysis of the top SC marker genes. (**B**) KEGG analysis of the top marker genes of SCs. (**C**) GO analysis of the top marker genes of LCs/MCs. (**D**) KEGG analysis of the top marker genes of LCs/MCs.

**Figure 6:**
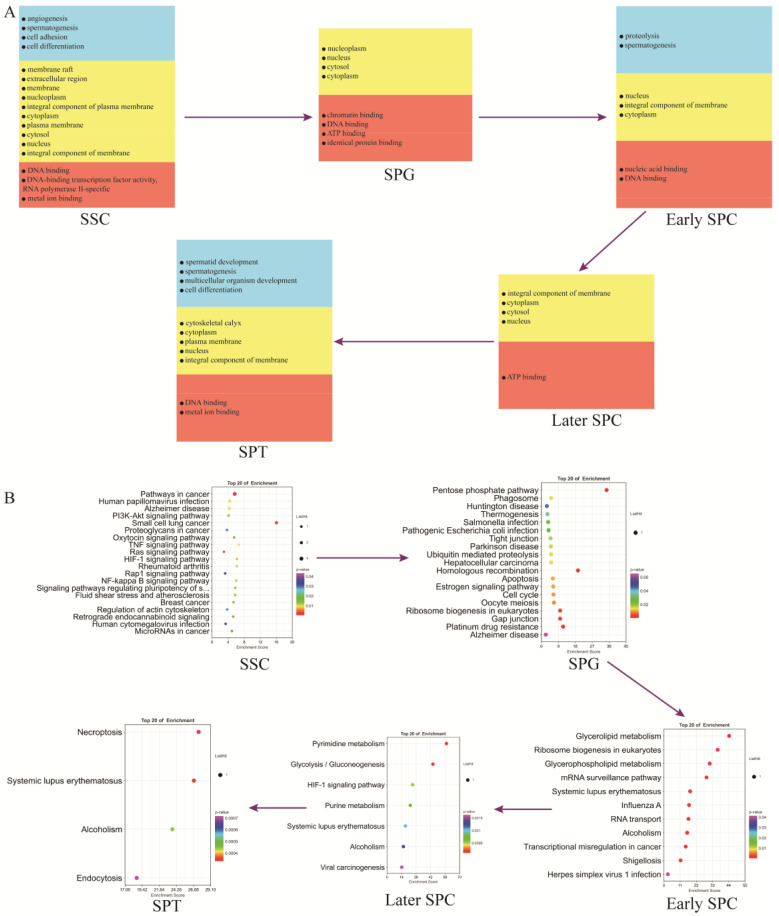
Functional enrichment analysis of testicular germ cell types. (**A**) GO analysis of the top marker genes of five germ cell types. (**B**) KEGG analysis of the top marker genes of five germ cell types.

**Figure 7:**
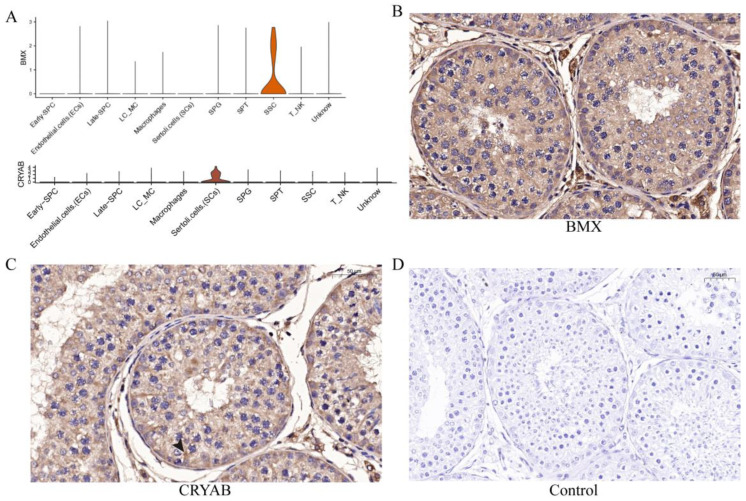
Expression and distribution of several potential genes. (**A**) The distribution of *BMX* and *CRYAB* expression in yak testicular cells. (**B**,**C**) Immunohistochemistry analysis of the location of BMX and CRYAB in yak testis. (**D**) Control group.

## Data Availability

The raw reads of scRNA–seq of yak testis are available at GEO under the accession number GSE225618.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24097982/s1.

How the deposited data were processed for this re-analysis (not part of the article)

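Testicular tissue of 1 sexually mature yak was dissociated, and its cells were captured in droplets and sequenced as 1 library. The series also holds 1 library of a cattle-yak, which the paper does not describe. The authors deposited, for each library, counts of UMIs per gene and cell barcode as Cell Ranger wrote them, whole numbers without normalization, for all 26961 genes of the yak annotation. The file headers name Cell Ranger 5.0.0, whereas the methods of the paper name an earlier version. According to the paper, reads were mapped to the yak genome. The cell barcodes are those called by Cell Ranger, before any limit on genes, UMIs or mitochondrial share. The annotation gives a symbol to 15722 genes, and genes without one keep their identifier. The yak library holds 11991 cells and 60816600 UMIs, and the cattle-yak library 8930 cells and 43774841 UMIs, with medians of 2533 and 3155 UMIs per cell. A total of 24 barcodes occur in both libraries, and cells were kept apart by library.

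The design, the alternatives and the gene lists were fixed before the data were examined. Cells were kept within 2 standard deviations of the mean number of genes and of UMIs of their library and below a mitochondrial share of 30%. This left 7092 cattle-yak cells. Clustering used scanpy 1.11.5 with the igraph 0.11.9 implementation of the Leiden method, under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and a seed of 0. A marker counted as enriched in a cluster with a log2 ratio of at least 1 to the other cells and a UMI in at least 10% of its cells, and 3 enriched markers were needed for a name. Lists for SPG-like, SPC-like, SPT-like, SC-like, EC-like, lymphatic EC-like, macrophage-like, LC-like, MC-like, stromal-like, pericyte-like, T/NK-like, B cell-like and epithelial-like cells served for naming. The germ cell lists were merged into a germ-like class after the clusters had been seen, and no cluster of the kept cells of either library was named SC-like, LC-like, B cell-like or epithelial-like under the main setting. Some list genes also appear in the study's own tables or its Figure 4, 3 of 8 for stromal-like, 2 of 14 for EC-like, 2 of 8 for lymphatic EC-like, 2 of 19 for T/NK-like cells, and 1 of 11 for epithelial-like. Of the 13 genes of the pan-endothelial list, 10 also served to name EC-like cells, and 4 of 11 genes of the germline list also served to name germ-like cells. The yak clusters with SC genes and the cluster with *CYP11A1* met no naming rule and were matched to SCs and LCs/MCs after their values had been seen.

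Expression was given as summed counts of a class or a germ cell type scaled to CPM, with exact Poisson intervals, and 1 CPM was added to each side of the log2 ratio of a gene. Ratios of summed lists had exact conditional intervals. All intervals are at 95% and hold counting error only. Cells were thinned to 1000 UMIs before shares of cells with a UMI were taken. Genes named in the text were those the study names, those its Tables S7 and S8 list for pathways named in its text, and the 3 genes with the largest log2 ratio in each type or class among genes with at least 50 counts and a UMI in 20% of cells. Between the libraries they were the 3 genes with the largest and the smallest log2 ratio in each class with at least 50 cells in both, among genes with at least 100 summed counts. Genes named outside this rule are marked as chosen after their values were seen. Not every gene under this rule is reported here. No significance test was run and no p-value is given, since each library stands for 1 animal and cells of 1 library are not replicates. A comparison of both libraries compares those libraries, not the crosses, and has no replicate check.

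Scrublet, run through scanpy, called 0 of 11991 yak cells as doublets and has not worked there, so no cell was removed. It called 251 cattle-yak cells (2.81%). In its place, the 10% of cells with the highest scores were left out as an alternative chosen after seeing the data, which removed 1056 of the kept yak cells. Other alternatives changed the quality limits, the Leiden resolution, the number of components, neighbours or variable genes, the clustering method, the CPM denominator, the weight of each cell, the thinning depth, and the fold and detection limits of marker genes. Figures were drawn with matplotlib 3.10.9.

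The marker rule was tested on simulated data, with counts drawn from 1 pooled profile without cell types. Raised genes were taken only from those with enough expected counts. The results therefore do not extend to weaker genes, smaller changes or mixed cell types. In simulated SSC cells against other cells over 26961 genes, 100% of 200 genes raised 4-fold were called, and 9 of 19961 unchanged genes were also called. For simulated SPG cells against other cells over as many genes, the share was 100% and 0 unchanged genes were called. For a simulated cattle-yak library against a yak library over 10219 genes, the median log2 error of 200 changed genes was 0.05 and the largest error of an unchanged gene was 0.52.

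Not analysed here were the reads themselves, the protein stainings and the pseudo-time of LCs and MCs, for which the software of the study was not used. Tables S3, S4 and S6 of the paper were used in part only, and no enrichment was computed from them.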

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

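In this part, the tests on depth, on the mapping of cattle alleles, on the free RNA of germ cells and on the cluster of deep yak cells with SSC genes were chosen only after the result was seen, and the tests on quality limits, germ cell share and the crosses were set earlier.

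The cattle-yak library, which the paper does not report on, held 108 germ-like cells, 1.52% of its kept cells (binomial interval 1.25% to 1.84%), against 13.8% in the yak library. Its share was 4.98% over all deposited cells, 2.76% with 15 components, 1.89% without the highest Scrublet scores, and from 1.40% to 1.71% in the other alternatives. The yak share was 9.52% over all deposited cells, 13.1% with 15 components, 12.9% without the highest Scrublet scores, and from 7.77% to 14.2% in the others. The gap between the libraries was smallest over all deposited cells. The germ-like cattle-yak cells were deep, with a median of 4978 UMIs. No UMI of *ACRV1* or *TNP1* was counted in them, where a count of 0 allows up to 6.23 CPM. *SYCP3* stood at 557 CPM (499 to 621) in them and at 314 CPM (296 to 333) in the germ-like yak cells. These genes were chosen after their values were seen.

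Over all kept cells, the fixed lists of germ cell genes were lower in the cattle-yak library, with log2 ratios of -1.03 (-1.14 to -0.93) for the SPG list, -0.83 (-0.89 to -0.76) for the SPC list and -3.68 (-3.87 to -3.49) for the SPT list. The germline list was at -1.56 (-1.66 to -1.45). By gene, 13 of 13 SPT genes were lower, with a median log2 ratio of -2.93, as were 12 of 13 SPC genes (-1.90) and 5 of 6 SPG genes (-0.77). A lower total depth widens the counting error, but the upper limit of the counting interval of the SPT ratio was -3.49. The median depth per deposited cell was higher in the cattle-yak library, at 3155 UMIs against 2533. A test with yak counts thinned to the cattle-yak total, set earlier, was dropped because thinning cannot move a ratio of CPM. The quality limits did not produce the difference in the SPT list, whose ratio was -4.58 over all deposited cells. The lower SPG and germline lists depend on these limits, since over all deposited cells their ratios were -0.30 and -0.47, and only 2 of the SPG genes were lower. A smaller share of all germ cells would lower the lists alike only if other cells did not carry them. The SPG list fell less, at -1.03, than the SPT list. However, yak MC-like, T/NK-like and EC-like cells carried the SPG list at 18.4 CPM, 22.1 CPM and 39.9 CPM. All kept cattle-yak cells together stood at 38.0 CPM, so counts of such cells may limit its fall. The comparison does not decide on a smaller share of germ cells, which stays open. Cattle alleles lost in mapping would leave the yak allele and a ratio of no less than -1, and the SPT list lay below that at -3.68. With mitochondrial and rRNA features, which took more of the cattle-yak counts, left out of the denominator, the SPT ratio was -3.45. A difference between the crosses stays open and untested. With 1 cattle-yak library of 1 animal, it cannot be told apart from differences of age, season or batch, which the labels do not give beyond sexual maturity. The comparison holds for these libraries and has no replicate check.

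In the cattle-yak library, *BMX*, a gene that the study gives for SSCs, stood at 163 CPM (138 to 192) in an EC-like cluster of 170 cells, where *PECAM1* stood at 2042 CPM. The paper does not report on this library. The other EC-like cluster had 2 counts of *BMX*, or 0.705 CPM (0.0853 to 2.55). Free RNA of germ cells would put at least as much *BMX* into the germ-like cells, but these had none, with an upper limit of 6.23 CPM, against 163 CPM in the EC-like cluster. Of 26 genes that Table S8 lists for SSCs and the annotation names, 15 were higher in EC-like than in germ-like cells of this library, and 15 were higher in EC-like cells than in SPG cells of the yak. A part of the endothelial cells may express *BMX*. The germ-like cells of this library are few and were not separated into types, so *BMX* in SSCs of the cattle-yak was not tested. No biological explanation was tested.

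Among all deposited yak cells, a cluster of 88 cells with a median of 19790.5 UMIs, which lie mostly above the limits and outside the results of the paper, carried the SSC list of Table S9 at 661 CPM (625 to 698), against 219.8 CPM in SPG and 176 CPM in SSC cells of Table S5. The limits kept 7 of its cells, and 0 are in Table S5. Within this list, *ZBTB16* gave 534 and *PIWIL4* 210 of 1284 counts, whereas *TSPAN33* had 7, *THY1* 4 and *BCL6* 0. Outside the list, among genes chosen after the cluster was found, *DLK1* stood at 583 CPM, *SPOCD1* at 313 CPM and *MORC1* at 90.0 CPM. *ID4* stood at 36.5 CPM, against 183 CPM in SSC cells, and *BMX* had 2 counts. Comparing lists of other cells gave no uniform answer on doublets of germ cells with other cells. The T/NK list stood at 97.8 CPM, the MC list at 459 CPM and the pan-endothelial list at 131 CPM, against 127 CPM, 251 CPM and 78.3 CPM in germ-like cells above the limits and 347 CPM, 699.9 CPM and 132 CPM in the shallower ones within them. Such doublets would dilute germline genes, but the germline list without genes used for naming stood at 1242 CPM (1193 to 1293) in the cluster, against 535 CPM (522 to 548) in germ-like cells above the limits. This argues against doublets of such germ-like cells with other cells as the whole cause. By the most abundant list genes of 7 somatic classes, the counts leave room for doublets with them in 52.2% of the cells. Doublets of a pair of germ cells were not tested. SPG cells carried that list at 572 CPM (514 to 635). A candidate explanation is that these are undifferentiated spermatogonia that the upper limits removed. This is a hypothesis found and tested on the same cells.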

How the results depend on the processing

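The tests that left out the cells with the highest Scrublet scores, and the unthinned share of cells with both *CYP11A1* and *ACTA2*, were chosen only after the result was seen. Scrublet called no yak cell, so the alternatives without called doublets could not be run for the yak. No paired analysis was possible because each condition has 1 library of 1 animal. A value counts as moved when it left its counting interval, and a number of genes, cells or clusters when it changed by more than 1.5-fold. Unless a cause is given, the cause was not tested.

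The number of kept yak cells ran from 8923 to 11199 and the number of clusters from 15 to 29. Over all deposited yak cells the share of T/NK-like cells was 31.7% in place of 35.8% and that of germ-like cells 9.52% in place of 13.8%. With the highest Scrublet scores left out they were 38.4% and 12.9%. The germ-like share was 7.77% at a resolution of 2, 8.15% with k-means and 13.1% with 15 components, and stayed in its interval in the other alternatives. Of the genes assigned to a type, 41 were highest in it in the main setting and in the 3 alternatives that applied.

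Numbers of marker genes fell with stricter rules, which by construction pass fewer genes. At a natural-log fold of 0.5 they were 139 for SSC, 235 for SPG, 979 for early-SPC, 965 for late-SPC, 208 for SC and 265 for LC/MC, in place of 639, 748, 1787, 1628, 708 and 637. With a UMI in 25% of cells they were 256 for SSC, 241 for SPG, 620 for late-SPC, 406 for SPT in place of 1252, and 338 for SC. Against all other deposited cells no number changed by more than 1.5-fold.

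In the recomputed germ cell order, the step of median rank from SSC to SPG reversed from 3.28% to -48.4% without the highest Scrublet scores, and the step from SPG to early-SPC reversed from -31.9% to 24.8% with 10 components. The share of cells with both *CYP11A1* and *ACTA2* was 14.6% at 500 UMIs and 69.3% unthinned, in place of 27.2%, as fewer or more UMIs per cell bring.

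Over all deposited cells the log2 ratios between the libraries were -0.30 for the SPG list, -1.69 for the SPC list and -4.58 for the SPT list, and with mitochondrial and rRNA features left out of the denominator -0.80, -0.59 and -3.45. All kept their direction. The SPC list fell less than the SPG list in the kept cells and more over all deposited cells. The ratios of the endothelial, germline and SSC lists between SSC and SPG stayed in their intervals in both alternatives that were run.

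Of 119 other results, 14 stayed in their interval in every alternative run, 103 moved in at least 1 and 2 are the reversed steps. Of the 43 log2 ratios of named genes, 30 moved when every cell was weighted equally, 11 without the highest Scrublet scores and 10 with the other denominator, and all stayed above 1 in these alternatives, from 1.63 to 9.38. Of as many shares of cells with a UMI, 38 moved at 500 UMIs and 30 unthinned. Among class shares of both libraries, from 4 to 14 of 20 moved per alternative, most over all deposited cells, and 2 of 11 cattle-yak shares moved without called doublets.

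Depth limits the small types most. SSC cells hold 28 counts of *BMX* over all cells, and a count of 0 in early-SPC allows 13.0 CPM of it. The SSC list of Table S9 had 27 counts in SSC cells, too few to place it above or below SPG cells.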

Differences from the paper's values

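The match of a pair of clusters to SCs and of a cluster to LCs/MCs, and the tests without the cells of highest Scrublet score, were chosen only after the result was seen. Marker genes were counted here by a rule of size without a test, on clusters made anew for somatic types. A gap counts as closed when the numbers lie within 1.5-fold of each other. For SSC, 639 genes were counted against the paper's 382. Of the alternatives set before the data were examined, a UMI in 25% of cells, with 256 genes, closed the gap, and a natural-log fold of 0.5, with 139, and the comparison with all other deposited cells, with 616, did not. For SPG, 748 genes stood against the paper's 419, and none of the alternatives set before the data were examined closed the gap, with 235, 241 and 755 genes. For late-SPC, 1628 genes stood against the paper's 703. The fold of 0.5, with 965, and the UMI in 25% of cells, with 620, closed the gap, and all other deposited cells, with 1624, did not. For SPT, 1252 genes stood against the paper's 473. The UMI in 25% of cells, with 406, closed the gap, and the fold of 0.5, with 951, and all other deposited cells, with 1289, did not. For SC, 708 genes in both matched clusters pooled stood against the paper's 276. The fold of 0.5, with 208, and the UMI in 25% of cells, with 338, closed the gap, and all other deposited cells, with 710, did not. For LC/MC, 637 genes, or 595 against all other deposited cells, lay within that factor of the paper's 887, but the fold of 0.5, with 265, and the UMI in 25% of cells, with 459, opened a gap.

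The paper places the germ cell types along its trajectory in the order SSC, SPG, early-SPC, late-SPC and SPT. Along the authors' DC1, 2 of 4 steps between neighbouring types followed that order by median rank, and along the component recomputed from the counts 3 of 4 did, with early-SPC lowest in both. With 10 principal components all 4 steps followed the order, the last by 0.311% of the ranks. With 30 neighbours 3 steps did, and with SSC cells left out 2 of 3.

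The paper selects *BMX* as a gene specific to SSC. It stood at 183 CPM in SSC, 14.5 CPM in SPG and 54.3 CPM in EC-like cells. The paper describes *WDHD1* as high at a certain stage, and its values in SSC (405 CPM), SPG (398 CPM) and early-SPC (439 CPM) differed by less than the counting error. Of the genes that the study assigns to a type, with *ZPBP* counted for SPC and not for SPT, 41 of 43 were highest in that type. For *WFDC2* and *CYP11A1* this is no independent result, since clusters were matched after these genes were seen. The paper names clusters as SC and as LC/MC, and no yak cluster met the fixed rule for SC-like or LC-like cells under the main setting or the alternatives.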

Other observations

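In this part, the tests on free RNA, on doublets by depth, on stem spermatogonia with endothelial genes, on the deep cluster with EC and pericyte genes and on germ-like cells above the limits were chosen only after the result was seen, and the test on shared UMIs was set earlier.

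The SSC cells of Table S5 carried endothelial genes. Free RNA of endothelial cells would be alike in SSC and SPG cells, but the log2 ratio of the pan-endothelial list was 0.99, and lists of other types were not higher in SSC cells, with the MC list at 431 CPM in SSC and 2115 CPM in SPG cells and the T/NK list at 562 CPM and 759.5 CPM. For doublets of a germ cell and an endothelial cell, the test set earlier counted cells with UMIs of both the germline and the pan-endothelial list. It found 8 thinned SSC cells of 77, against 8.06 under independence (interval 4 to 12), and did not separate the explanations. Unthinned there were 22 against 25.2. Depth, compared later, argues against doublets. The deepest SSC cell held 3827 UMIs, 547 of 1015 EC-like cells (53.9%) alone were deeper, and the medians of SPG and EC-like cells add up to 5062 UMIs. Separate germ and endothelial cells under 1 type name, and stem spermatogonia that also express endothelial genes, cannot be told apart. The shared UMIs are too few for the former. For the latter, the germline list was lower in SSC than in SPG cells, at a log2 ratio of -1.03, and the SSC list showed no detectable difference. That list does not separate stem spermatogonia from endothelial cells, since EC-like cells carried it at 130.4 CPM (121 to 140.5), with 604 of 699 counts from *ZBTB16*. *BMX* stood at 204 CPM in the 22 SSC cells with UMIs of both lists, 172 CPM (5 counts) in the 18 with the germline list only, 168 CPM in the 31 with the pan-endothelial list only and 188 CPM in the 13 with neither. Other genes were less even. In cells with the germline list only and the pan-endothelial list only, *ID4* stood at 34.4 CPM (1 count) and 261 CPM (14 counts). *WDHD1* stood at 619 CPM and 279 CPM in them. Yet *UCHL1* stood at 186 CPM (10 counts) in cells with the pan-endothelial list only, against 10.8 CPM in EC-like cells. These few counts go both ways. Of the lists' genes, 11 of 13 pan-endothelial, 9 of 11 arterial, 8 of 11 germline and 12 of 18 SSC genes are in the annotation.

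A yak cluster of 303 cells carried EC and pericyte genes together, at a median of 10076 UMIs, against 4083 in EC-like and 5252 in pericyte-like cells. Of 3214 genes compared, 99.8% lay within 1.5-fold of the range between those clusters, with 1 gene above it (*ESM1*) and 4 below. Doublets of an endothelial cell and a pericyte may account for this cluster. Of its cells, 14.9% were among the highest Scrublet scores, against 8.87% of EC-like and 6.67% of pericyte-like cells. The share was 12.1% in MC-like cells and reached 40.7% in a cluster without a class. Scrublet has not worked on this library, so these shares do not single the cluster out. The cattle-yak library had a cluster of 279 cells with both kinds of gene and a median of 9695 UMIs, where the test was not run. No biological explanation was tested.

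Of the 792 yak cells above the upper limits, 331 (41.8%) were germ-like in the clustering of all deposited cells, against 7.74% of the kept cells, and none is in Table S5. A comparison with germ-like cells within the limits, set earlier, was dropped because those cells are shallower. Doublets bring every abundant transcript of the other cell. By the gene that allows least among the 3 most abundant list genes of a class, the counts leave room for doublets with a cell of median depth in 42.0% of the cells, summed over 7 somatic classes. This argues against such doublets as the whole cause. Whole lists would allow 244%, of which the macrophage list alone gives 160.0% and the other lists from 5.20% to 26.8% each. Of the macrophage list's 480.4 CPM, *AIF1* made up 415 CPM, whereas *C1QB* stood at 0.436 CPM, against the 102 CPM that a macrophage in every cell would bring. Doublets in a part of the cells, and doublets with cells of clusters without a class, stay open. The germline list stood at 1041 CPM in them and at 883 CPM in the germ-like cells within the limits. That the upper limits removed large germ cells stays open, as do doublets of germ cells with each other, which were not tested.

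Between the libraries, stromal-like cells took 40.3% of kept cattle-yak cells and 8.64% of kept yak cells, and T/NK-like cells 17.5% and 35.8%. EC-like cells took 10.5% and 10.0%, MC-like cells 11.9% and 6.74%, lymphatic EC-like cells 4.47% and 6.98%, macrophage-like cells 1.44% and 2.06%, and pericyte-like cells 1.55% and 1.89%. Over all kept cells the log2 ratios of cattle-yak to yak were -1.92 for the T/NK list, -0.42 for the EC list, -0.64 for the macrophage list, 0.13 for the MC list, 0.42 for the SSC list, 0.89 for the SC list, 0.96 for the stromal list and 1.13 for the LC list. Over all deposited cells the SC list was at 2.73, and 516 cattle-yak cells (5.78%) lay in an SC-like cluster, a class that no yak cluster met. The macrophage list was then at -1.84. Of its 9703 yak counts over all deposited cells, 4759 were *AIF1* in the 331 germ-like cells above the limits. This ratio therefore does not describe macrophages alone. Mitochondrial transcripts took 22.2% of all cattle-yak UMIs, above the yak share.

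Within the classes compared, ENSBGRG00000008342 was among the genes lowest in the cattle-yak in 5 classes, ENSBGRG00000002897 in 4, and ENSBGRG00000020609 and ENSBGRG00000026521 in 3 each. ENSBGRG00000005033 was among the highest in 4 classes and ENSBGRG00000000295 in 3. *HMGB4* had 1955 counts in germ-like yak cells and 0 in germ-like cattle-yak cells. *CCK* had 807 counts in lymphatic EC-like yak cells and 1 in those of the cattle-yak, and *CXCL9* had 216 and 0 in pericyte-like cells. ENSBGRG00000020609 and ENSBGRG00000008342 led a yak cluster without a class, at 213987 CPM and 133188 CPM, and stood at 71.5 CPM and 77.0 CPM over all other kept yak cells. ENSBGRG00000026521 stood at 1432 CPM in germ-like yak cells. Their counts in the other classes were not separated from free RNA. These values compare 1 library with 1 library, and no explanation of them was tested.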
